A study of Homo sapiens with 18 samples.

How the data were processed

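RNA was measured in 18 libraries of MSC-hTERT, an immortalized human mesenchymal stem cell line. The libraries form 6 groups of 3: cells labelled pMSCV (the name of a retroviral vector, taken here as the control), cells labelled SRF, and cells labelled with 4 gene fusions, SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA. Per the labels' protocols, stranded mRNA libraries were made from total RNA and sequenced on an Illumina NovaSeq instrument. The authors deposited a table of raw counts per Ensembl gene identifier, per the file headers, with 1 column per library. The aligner, the counting program, the genome build, the annotation release and the use of strand in counting are not recorded in the labels or the headers, so no coordinates are given and reads of genes that overlap or resemble each other could have been split between them.

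The table holds 61487 identifiers, of which 40522 have at least 1 count. Gene symbols were taken from a table of gene names for 61369 identifiers and from GENCODE release 29 for 101 more, and 17 identifiers have no symbol. Totals ran from 19362319 to 29806771 counts per library, and 26486 to 28344 genes had at least 1 count in a library. A count of 0 was read as at most 3 counts of the library's total, which covers counting error only. CPM values are a library's counts divided by its total, on the usual CPM scale, without TMM factors.

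Called genes came from edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr with a minimum count of 10, which left 18544 genes, and libraries were scaled by the TMM method. A quasi-likelihood negative binomial model with robust estimation was fitted to the 18 libraries with 1 coefficient per group and 12 residual degrees of freedom. Its common biological coefficient of variation was 0.225. Each of the 15 pairs of groups was compared by a two-sided quasi-likelihood F test, with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p-value under 0.05. The standard error of a log2 fold change is its absolute value divided by the square root of F. A gene was counted as shared by the fusions when it was called in the same direction in each of the 4 fusions against pMSCV and against SRF. It was counted as specific to a fusion when it was called in the same direction against pMSCV and against each of the other 3 fusions.

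Whether replicate numbers pair the libraries was checked by correlating, across the tested genes, the deviations of libraries from their group means. Of the 45 pairs of libraries from different groups with the same number, 44 had a correlation over 0.1. The median was 0.38, against -0.18 for the 90 pairs with different numbers. The exception was replicate 1 of SRF and of SRF-FOXO1, at 0.087. The pairing is therefore read from the values and not from the labels, which do not say what a number marks. A fit with the replicate number as a block has 10 residual degrees of freedom and a common coefficient of variation of 0.150. It was an alternative, and its value is given beside a result where it changed a call or moved a count by over 1.5 times. The exception is the count of called genes in SRF-FOXO1 against SRF, whose replicate 1 pair is the one under the limit of 0.1. After the length correction that pair was at 0.102 and each of the 45 pairs was over 0.1.

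The 7 gene lists, written before the data were examined, were tested with camera from limma 3.58.1 with an inter-gene correlation of 0.01 in 9 comparisons, with Benjamini-Hochberg adjustment over the 63 tests. They are cytoskeletal SRF targets, smooth muscle genes, striated muscle genes, immediate early genes, NF-kB targets, FOXO targets and proliferation genes. In 2 further tests, NF-kB targets in SRF-RELA and FOXO targets in SRF-FOXO1 were each compared with the mean of the other 3 fusions. List tests are two-sided.

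Genes are named by a rule set before the data were examined. It takes SRF and the 4 partner genes, and ACTA2, ACTG2, CNN1, TAGLN, MYH11, DES, MYOCD, VCL, FOS and EGR1. It adds up to 5 higher and 5 lower shared genes, up to 2 higher and 2 lower called genes per construct against pMSCV with a mean log2 CPM of at least 1 and no overlap between the 3 libraries of each group, and up to 3 specific genes per fusion. Genes named outside the rule are said to be so. Fold changes against a group whose libraries hold at most 3 counts are given as lower bounds.

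The alternatives fixed before the data were examined were DESeq2 size factors, scaling by total count, the DESeq2 1.42.0 Wald test, no count filter, at least 10 counts in every library, an absolute log2 fold change of at least 1 besides the adjusted p-value, only the 2 compared groups in the fit, the replicate block, leaving out each library in turn, and, for lists, fry and an estimated inter-gene correlation. The fits that left out a library had no replicate block. A further 3 alternatives were chosen after seeing the data: fry with the replicate block, a correction for transcript length, and that correction with the replicate block. The length correction removes each library's smoothed trend of log2 CPM on the log2 length of a gene's longest GENCODE 29 transcript, which was known for 97.3% of tested genes. The longest transcript was chosen over the median transcript after both had been looked at, because its trend was stronger.

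The steps were tested on simulated counts drawn for the real genes with known changes. Without replicate effects, edgeR called 76.3% of 194 changed genes and 5.13% of its calls were false. With replicate effects it called 62.9%, against 79.9% with the block. Among 17835 genes with a length trend added to 1 library, it called 74.9% of 195 changed genes without the length correction and 77.4% with it. A group with no change gave 0 calls. The only changed list was the smooth muscle genes in SRF-ICA1L, tested against pMSCV and against SRF, with each gene drawn separately. With replicate effects, camera called both tests, and fry called 0% of them without the block and 100% with it. Correlations and overlaps of fold changes that share a control were compared with 20 simulations of unchanged groups. These held replicate effects but no trend on transcript length in single libraries, which some of the real libraries show. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.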

Results

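Gene expression was counted in MSC-hTERT cells that expressed a vector, SRF or an SRF fusion. SRF (serum response factor) is a transcription factor, and the fusions join it to FOXO1, ICA1L, PDGFRB or RELA. Each of the 6 groups had 3 libraries, numbered 1 to 3. Total counts ranged from 19362319 in SRF-PDGFRB replicate 3 to 29806771 in SRF-FOXO1 replicate 1. The most abundant gene was FN1 in each library, with between 2.32% of the counts in SRF replicate 3 and 7.44% in SRF-ICA1L replicate 2.

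The construct genes were compared first, since they check the labels. Counts of a gene hold native and construct reads together. SRF was at 60.96 ± 3.56 CPM (SD, n = 3) in pMSCV and at 945 ± 236 CPM in SRF. It was at 182 ± 29.96 CPM in SRF-FOXO1, 275 ± 1.57 CPM in SRF-ICA1L, 253 ± 88.9 CPM in SRF-PDGFRB and 326 ± 2.25 CPM in SRF-RELA. Against pMSCV, its log2 fold change was 3.99 (SE 0.25, edgeR adjusted p 8.06e-07) in SRF, and from 1.66 (SE 0.23, edgeR adjusted p 0.00511) in SRF-FOXO1 to 2.47 (SE 0.24, edgeR adjusted p 0.000160) in SRF-RELA among the fusions. Without pMSCV replicate 1, the adjusted p-value in SRF-FOXO1 was 0.0623. ICA1L was at 13.5 ± 1.06 CPM in pMSCV and 136 ± 16.7 CPM in SRF-ICA1L, a log2 fold change of 3.43 (SE 0.16, edgeR adjusted p 9.16e-09). RELA was at 93.3 ± 3.76 CPM in pMSCV and 256 ± 19.2 CPM in SRF-RELA, a log2 fold change of 1.51 (SE 0.08, edgeR adjusted p 5.78e-08). PDGFRB was at 425 ± 66.98 CPM in pMSCV and 709 ± 205 CPM in SRF-PDGFRB. Its log2 fold change of 0.73 (SE 0.23) was not called (edgeR adjusted p 1), although it was higher in 3 of 3 pairs of libraries with the same number. FOXO1 was at 12.6 ± 4.27 CPM in pMSCV and 9.79 ± 3.99 CPM in the libraries labelled SRF-FOXO1. Its log2 fold change was -0.30 (SE 0.36, edgeR adjusted p 0.727), and it was higher in 0 of 3 pairs. Without pMSCV replicate 1 the log2 fold change was 0.01. FOXO1 thus does not check the label of these libraries, and values given for SRF-FOXO1 are those of the libraries labelled SRF-FOXO1.

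**Figure D1:**
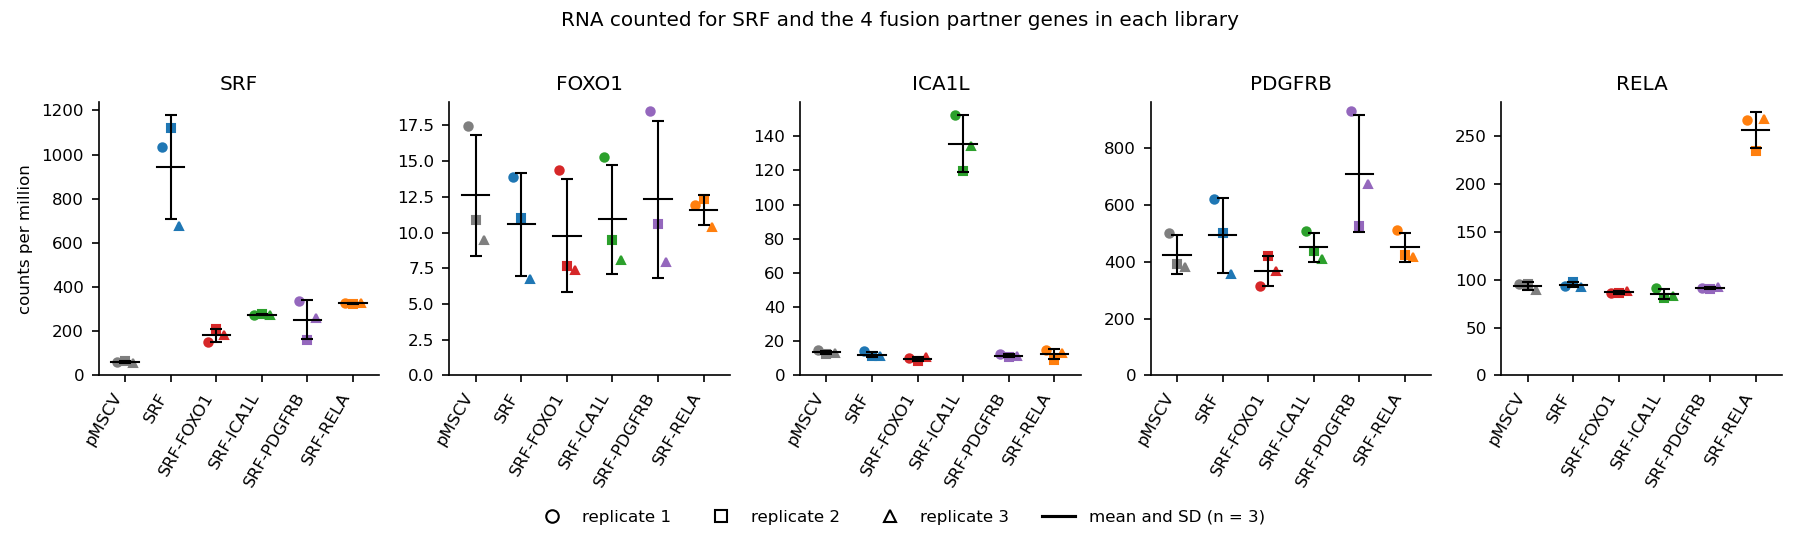
CPM of SRF and the 4 partner genes in each of the 18 libraries, by group, with a linear axis from 0; points are libraries, lines the mean and bars the SD (n = 3). SRF was above pMSCV in each construct group, ICA1L and RELA stood out in their own fusion, and FOXO1 was at 9.79 CPM in the libraries labelled SRF-FOXO1 against 12.6 CPM in pMSCV.

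Each construct was compared with pMSCV to ask what it changes. In SRF, 5 genes were called (4 higher, 1 lower) by edgeR at an adjusted p-value under 0.05. There were 172 called genes in the libraries labelled SRF-FOXO1 (162 higher, 10 lower), 87 in SRF-ICA1L (85 higher, 2 lower), 6 in SRF-PDGFRB (6 higher, 0 lower) and 34 in SRF-RELA (34 higher, 0 lower). As a ratio, the largest change under an alternative was in the libraries labelled SRF-FOXO1, where 3 genes were called without pMSCV replicate 1. Without SRF-FOXO1 replicate 1 there were 435. With the replicate block, 45 genes were called in SRF (30 higher, 15 lower), 1304 in the libraries labelled SRF-FOXO1 (862 higher, 442 lower), 864 in SRF-ICA1L (604 higher, 260 lower), 33 in SRF-PDGFRB (24 higher, 9 lower) and 180 in SRF-RELA (172 higher, 8 lower). Each gene called without the block was also called with it. The lowest counts without 1 library in the other groups were 1 in SRF without SRF replicate 1, 29 in SRF-ICA1L and 10 in SRF-RELA without pMSCV replicate 3, and 2 in SRF-PDGFRB without pMSCV replicate 1. In 20 simulations of unchanged groups, a comparison had at most 0 called genes without the block and 4 with it. The simulations held no trend on transcript length in single libraries, so they may understate false calls. Besides SRF, the genes called in SRF were ENSG00000248187, GZMA, EPM2A and PTER, and those called in SRF-PDGFRB were XIRP1, CISH, CXCL9, HLA-DRA and APOL4. ENSG00000248187, GZMA, XIRP1, CXCL9, HLA-DRA and APOL4 lie outside the naming rule and were chosen after their values were seen.

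**Figure D2:**
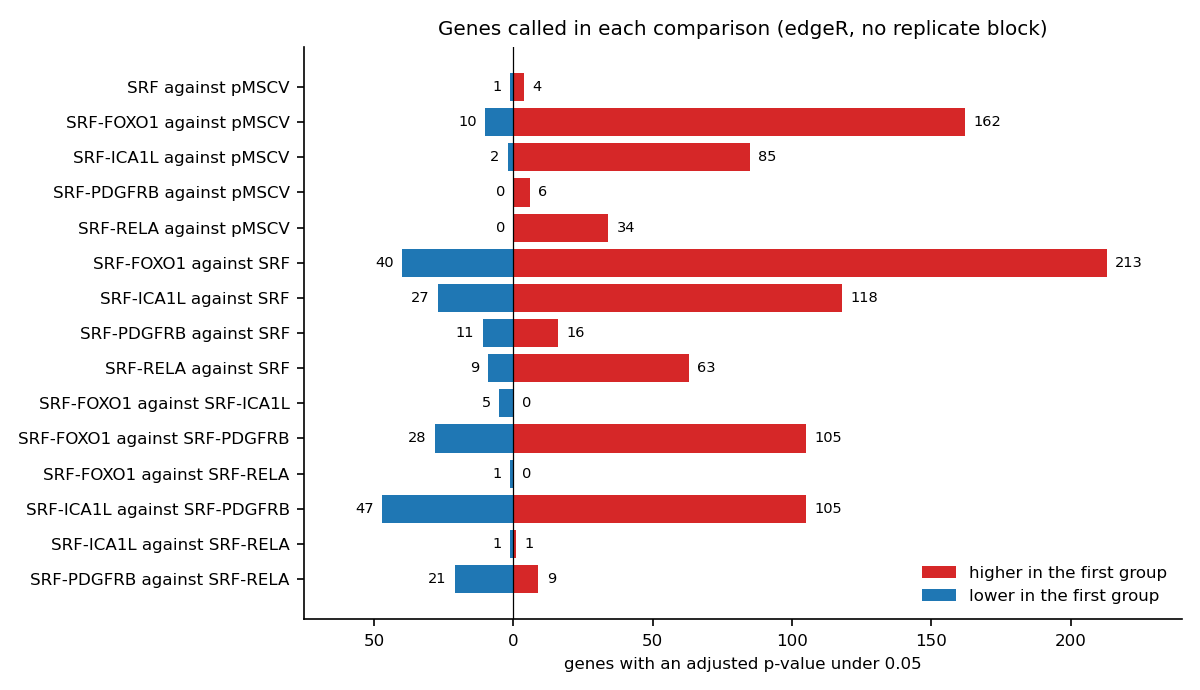
Number of genes with an edgeR adjusted p-value under 0.05 in each of the 15 comparisons, without the replicate block; bars to the right count genes higher in the first group, bars to the left genes lower in it, on a linear axis from 0. The counts against pMSCV run from 5 genes in SRF to 172 in the libraries labelled SRF-FOXO1.

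Each fusion was compared with SRF to ask how it differs from raised SRF alone. SRF lay between 678 and 1122 CPM in the SRF libraries and between 151 and 337 CPM in the fusion libraries. These comparisons therefore also differ in SRF level, which they cannot part from the effect of a partner. The libraries labelled SRF-FOXO1 had 253 called genes (213 higher, 40 lower), from 20 without SRF replicate 2 to 859 without SRF replicate 3. SRF-ICA1L had 145 (118 higher, 27 lower), and 48 without SRF replicate 2. SRF-PDGFRB had 27 (16 higher, 11 lower), and 3 without SRF-PDGFRB replicate 1. SRF-RELA had 72 (63 higher, 9 lower), and 13 without SRF replicate 1. With the replicate block, 878 genes were called in SRF-ICA1L (586 higher, 292 lower), 434 in SRF-PDGFRB (225 higher, 209 lower) and 321 in SRF-RELA (233 higher, 88 lower). The genes called in the same direction in each of the 4 fusions against SRF were KIF21B, ST6GAL2, SRF and PTER, and against pMSCV only SRF. Genes common to the fusions against SRF can reflect the SRF group itself, in which PTER was called lower than in pMSCV (log2 fold change -1.31). KIF21B, ST6GAL2, GALNT6 and CMKLR1 were chosen after their values were seen. With the block, 3 genes (SRF, GALNT6 and CMKLR1) were called in each of the 4 fusions against pMSCV, and 64 in each of them against SRF.

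No gene was shared by the 4 fusions against both controls. In 20 simulations of unchanged groups, at most 0 genes were shared at the same adjusted threshold. At an unadjusted p-value under 0.05, 12 genes met the definition, a count that was not simulated. With the block, 1 gene, CMKLR1, was shared; it was chosen after its values were seen. Against pMSCV, 27 genes were called in the same direction in SRF-FOXO1 and SRF-ICA1L, 20 in SRF-FOXO1 and SRF-RELA, and 26 in SRF-ICA1L and SRF-RELA, and SRF-PDGFRB had 1 in common with each of them. None of these pairs had a gene called in opposite directions. With the block the first 3 overlaps were 475, 150 and 151, and those of SRF-PDGFRB with SRF-FOXO1, SRF-ICA1L and SRF-RELA were 11, 4 and 5. The block also gave 1 gene called in opposite directions in each of 3 pairs: SRF-FOXO1 with SRF-ICA1L, SRF-FOXO1 with SRF-PDGFRB, and SRF-ICA1L with SRF-PDGFRB. Simulated unchanged groups shared at most 0 called genes in either fit. SRF-FOXO1, SRF-ICA1L and SRF-RELA, a set of fusions chosen after the values were seen, had 12 called genes in common against both controls, all 12 higher. They include COL11A1, IGFBP5, ACTG2, ENSG00000234819, DELEC1, CMKLR1, NRXN3, CDH3, KRT17, OACYLP and TIMP3. With the block there were 75 such genes (74 higher, 1 lower).

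The fusions were then compared with each other, without the shared controls. The libraries labelled SRF-FOXO1 differed from SRF-ICA1L in 5 genes (0 higher, 5 lower: EXTL1, KLHDC8A, ICA1L, ACP3 and ROR2), from SRF-RELA in 1 gene (RELA) and from SRF-PDGFRB in 133 genes (105 higher, 28 lower). SRF-ICA1L differed from SRF-RELA in 2 genes (ICA1L and RELA) and from SRF-PDGFRB in 152 genes (105 higher, 47 lower). SRF-PDGFRB differed from SRF-RELA in 30 genes (9 higher, 21 lower). With the block the counts were 169, 31, 806, 883 and 157 for the comparisons of SRF-FOXO1 with SRF-ICA1L, SRF-RELA and SRF-PDGFRB, of SRF-ICA1L with SRF-PDGFRB, and of SRF-PDGFRB with SRF-RELA. Of the 169 genes, 87 were higher and 82 lower in SRF-FOXO1, against 0 and 5 without the block. Without SRF-PDGFRB replicate 1, SRF-FOXO1 and SRF-PDGFRB differed in 14 genes and SRF-PDGFRB and SRF-RELA in 13. Without SRF-PDGFRB replicate 3, SRF-ICA1L and SRF-PDGFRB differed in 43. Without SRF-FOXO1 replicate 1, the libraries labelled SRF-FOXO1 differed from SRF-ICA1L in 12 genes and from SRF-RELA in 7. EXTL1, KLHDC8A, ACP3 and ROR2 were chosen after their values were seen. The specific genes were 0 for SRF-FOXO1, 1 for SRF-ICA1L (ICA1L), 4 for SRF-PDGFRB (CISH, CXCL9, HLA-DRA and APOL4) and 1 for SRF-RELA (RELA). At an unadjusted p-value under 0.05, 245 genes met the definition for SRF-FOXO1. With the block, 19 genes were specific to SRF-FOXO1 and 16 to SRF-PDGFRB. Without SRF-FOXO1 replicate 1, 5 genes were specific to SRF-FOXO1, and without pMSCV replicate 1, 1 gene was specific to SRF-PDGFRB.

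Across the tested genes, log2 fold changes against pMSCV correlated at 0.73 between SRF-FOXO1 and SRF-ICA1L, 0.72 between SRF-FOXO1 and SRF-RELA, and 0.80 between SRF-ICA1L and SRF-RELA. Simulated unchanged groups with the same controls gave 0.49 on average for these pairs and at most 0.52. Against pMSCV, correlations with SRF-PDGFRB were lower than the simulated values: 0.33 for SRF-FOXO1, 0.29 for SRF-ICA1L and 0.40 for SRF-RELA, against simulated means of 0.50, 0.49 and 0.50. Against SRF, SRF-PDGFRB correlated at 0.36 with SRF-FOXO1 and 0.35 with SRF-ICA1L, under the simulated means of 0.49 and 0.49, and at 0.491 with SRF-RELA, near the simulated mean of 0.492. The other 3 pairs were at 0.71 (SRF-FOXO1 and SRF-ICA1L), 0.71 (SRF-FOXO1 and SRF-RELA) and 0.79 (SRF-ICA1L and SRF-RELA) against SRF, with simulated means of 0.49. Genes are not independent replicates, so these correlations carry no p-value. The simulated groups hold no change, and a change in a single fusion can also lower a correlation. A value under the simulated mean therefore does not show that fusions change genes in opposite directions.

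Among the genes fixed in advance, ACTG2 (ENSG00000163017) was at 6.84 ± 4.98 CPM in pMSCV and 12.3 ± 13.3 CPM in SRF. It was at 491 ± 97.1 CPM in SRF-FOXO1, 192 ± 24.4 CPM in SRF-ICA1L, 22.1 ± 10.0 CPM in SRF-PDGFRB and 245 ± 125 CPM in SRF-RELA. Its log2 fold change against pMSCV was 6.26 (SE 0.89, edgeR adjusted p 0.00625) in SRF-FOXO1, 4.93 (SE 0.84, edgeR adjusted p 0.0140) in SRF-ICA1L and 5.24 (SE 0.85, edgeR adjusted p 0.0243) in SRF-RELA, and it was also called against SRF in these 3 fusions. In SRF-PDGFRB it was 1.69 (SE 0.75, edgeR adjusted p 1). The ACTG2 calls were lost in 1, 3 and 4 of the 6 fits without 1 library, with largest edgeR adjusted p-values of 0.0623 in SRF-FOXO1 without pMSCV replicate 1, 0.0886 in SRF-ICA1L without pMSCV replicate 2 and 0.156 in SRF-RELA without pMSCV replicate 2. Against SRF they were lost in 1, 5 and 4 of the 6 fits, with 0.0681, 0.172 and 0.193 in these fusions without SRF replicate 2. These fits had no block. With the block and all libraries, the ACTG2 calls against pMSCV had edgeR adjusted p-values of 0.000136, 0.000503 and 0.000762. ACTA2 (ENSG00000107796) was called in SRF-FOXO1, with a log2 fold change of 3.53 (SE 0.61, edgeR adjusted p 0.0187), and it lost the call in 4 of the 6 fits without 1 library (largest edgeR adjusted p 0.141, without pMSCV replicate 1). In SRF-ICA1L it was 2.51 (SE 0.59, edgeR adjusted p 0.0876) and with the block it was called there (edgeR adjusted p 0.0122). ACTA2 was already higher in each SRF library (35.9 to 61.3 CPM) than in each pMSCV library (15.2 to 21.5 CPM). Against SRF, its log2 fold change was 2.06 in SRF-FOXO1 (edgeR adjusted p 0.0959, with the block 0.0361). In SRF-ICA1L against SRF it was 1.04 and called in neither fit (edgeR adjusted p 0.499, with the block 0.314). The actin genes resemble each other in sequence, so counts of ACTG2, ACTA2 and ACTC1 are uncertain.

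CNN1 and TAGLN were not called in any fusion against pMSCV without the block. With it, CNN1 was called in SRF-FOXO1, SRF-ICA1L and SRF-RELA, with log2 fold changes of 2.50, 2.11 and 2.19 (edgeR adjusted p 0.000179, 0.000674 and 0.00100). TAGLN was called in the same fusions, with 2.26, 2.05 and 1.59 (edgeR adjusted p 0.000505, 0.00113 and 0.0146). VCL was called with the block in SRF-FOXO1 only, with 0.91 (edgeR adjusted p 0.0208). MYH11, MYOCD, FOS and EGR1 were called in no fusion against pMSCV in either fit. Against SRF, the block also called CNN1 and TAGLN in SRF-ICA1L (log2 fold changes 1.03 and 1.61, edgeR adjusted p 0.0415 and 0.00573) and MYH11 in SRF-RELA (3.12, edgeR adjusted p 0.0479), none of which were called without it. In SRF-FOXO1 against SRF, whose replicate 1 pair is under the pairing limit, the block called CNN1, TAGLN, MYH11 and VCL. Their log2 fold changes were 1.42, 1.82, 2.83 and 0.99 (edgeR adjusted p 0.00626, 0.00215, 0.0312 and 0.0126), and none were called without the block. DES was too low to be tested, with at most 1.10 CPM in a library. Against the floor of 3 counts it was at least 2.92-fold higher in SRF-FOXO1 than in pMSCV, from 1 of the 3 libraries.

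By the rule for each construct against pMSCV, EPM2A was higher in SRF by 0.80 (SE 0.13, edgeR adjusted p 0.0483), and PTER fell by 1.31 (SE 0.17, edgeR adjusted p 0.00707). EPM2A lost its call in each of the 6 fits without 1 of these libraries, and PTER only without SRF replicate 1 (edgeR adjusted p 0.0622). ACTC1, CDH3 and RPE65 had at most 3 counts in each pMSCV library. ACTC1 was at least 380-fold higher in SRF-FOXO1 (edgeR adjusted p 0.0310), with 2.25 CPM in replicate 1 and 115 CPM in replicate 2. It lost its call in 4 of the 6 fits without 1 library (largest edgeR adjusted p 0.160, without pMSCV replicate 1). CDH3 was at least 91.5-fold higher in SRF-FOXO1, 220-fold in SRF-ICA1L and 229-fold in SRF-RELA (edgeR adjusted p 0.00495, 0.000500 and 0.000658), and it was called in each fit without 1 library. RPE65 was at least 41.9-fold higher in SRF-ICA1L and 48.5-fold in SRF-RELA (edgeR adjusted p 0.0274 and 0.0480). In each it lost its call in 5 of the 6 fits without 1 library (edgeR adjusted p 0.132 and 0.243 without pMSCV replicate 3). In SRF-FOXO1, where the rule did not name it, RPE65 was at 1.11, 17.5 and 6.20 CPM in replicates 1, 2 and 3. It was called higher there with the block. In SRF-FOXO1, PLXDC2 fell by 1.58 (edgeR adjusted p 0.0421), and in SRF-ICA1L, FEZ1 fell by 1.35 and LMBR1 by 0.96 (edgeR adjusted p 0.0107 and 0.0440). These calls were lost in 5 of the 6 fits without 1 library for PLXDC2, 1 for FEZ1 and 5 for LMBR1, with largest adjusted p-values of 0.213, 0.0626 and 0.271. CISH was at 3.42 ± 0.39 CPM in pMSCV and 9.75 ± 1.63 CPM in SRF-PDGFRB, a log2 fold change of 1.51 (SE 0.23, edgeR adjusted p 0.0379). It lost this call in 5 of the 6 fits without 1 library (adjusted p 0.335 without pMSCV replicate 1). Against SRF-PDGFRB, CISH was lower by 1.495 in SRF-FOXO1 (edgeR adjusted p 0.00816) and by 1.10 in SRF-ICA1L (edgeR adjusted p 0.0322), and it was higher in SRF-PDGFRB than in SRF-RELA by 1.24 (edgeR adjusted p 0.0374). Of the 6 fits without 1 library, the call was lost in 0 for SRF-FOXO1, in 5 for SRF-ICA1L (0.132 without SRF-ICA1L replicate 3) and in 6 for SRF-RELA (0.221 without SRF-PDGFRB replicate 2). The fits without 1 library had no block. With the block and all libraries, each call in this paragraph held, among them ACTC1 in SRF-FOXO1 (edgeR adjusted p 0.000181) and EPM2A in SRF (edgeR adjusted p 0.0112).

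**Figure D3:**
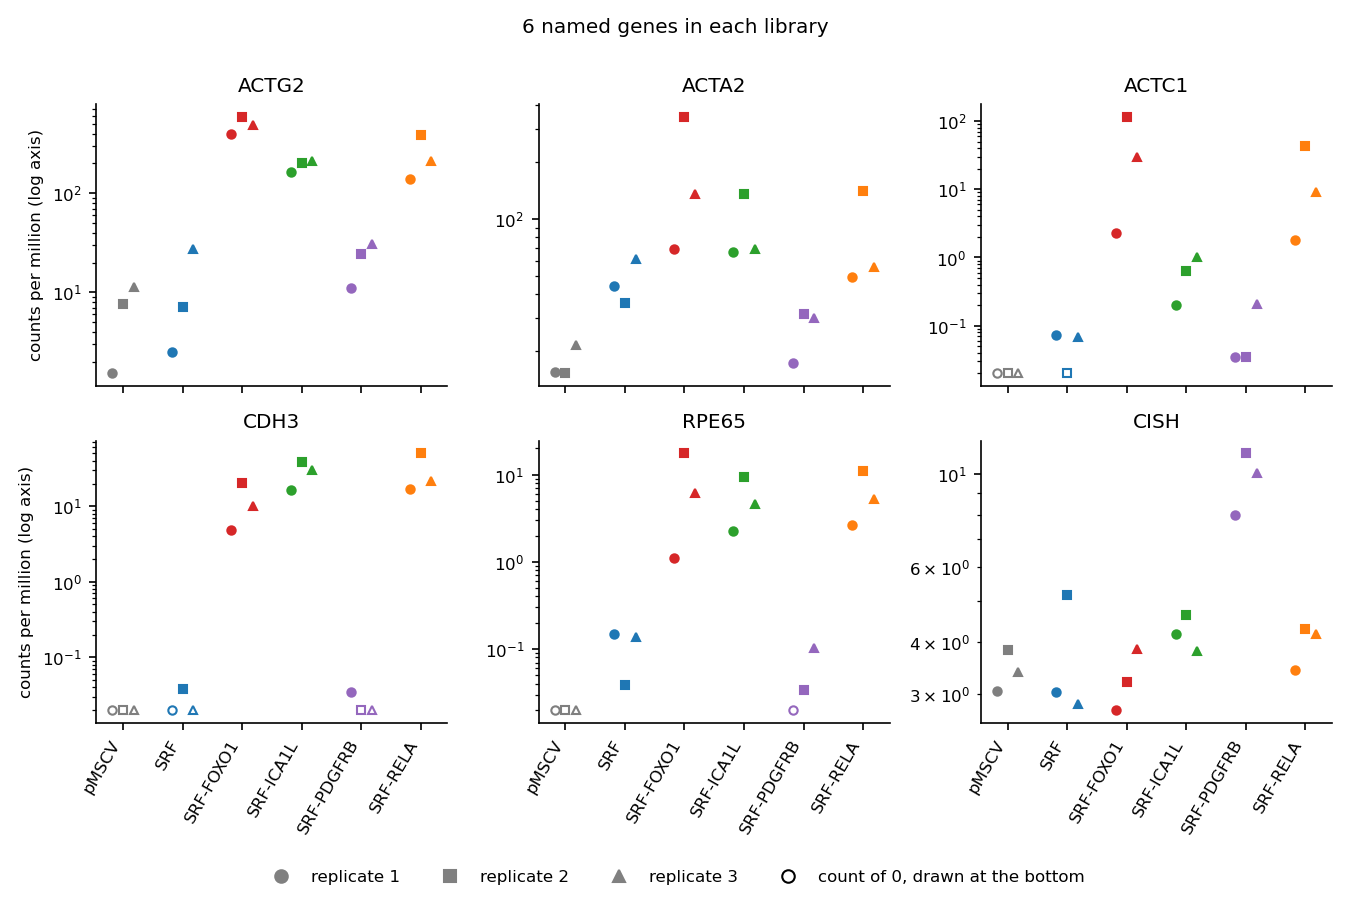
CPM of ACTG2, ACTA2, ACTC1, CDH3, RPE65 and CISH in each library, by group, on log axes; filled points are libraries and open points are counts of 0, drawn at the bottom. ACTG2 was at 491 CPM in the libraries labelled SRF-FOXO1 and 6.84 CPM in pMSCV, and CISH was at 9.75 CPM in SRF-PDGFRB and 3.42 CPM in pMSCV.

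FOS and EGR1 differed by replicate number more than by group. FOS was between 12.1 and 34.4 CPM in the 6 libraries with number 2, between 449 and 1114 CPM in those with number 1 and between 381 and 631 CPM in those with number 3. EGR1 was between 63.7 and 224 CPM in number 2, between 597 and 994 CPM in number 1 and between 392 and 541 CPM in number 3.

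**Figure D4:**
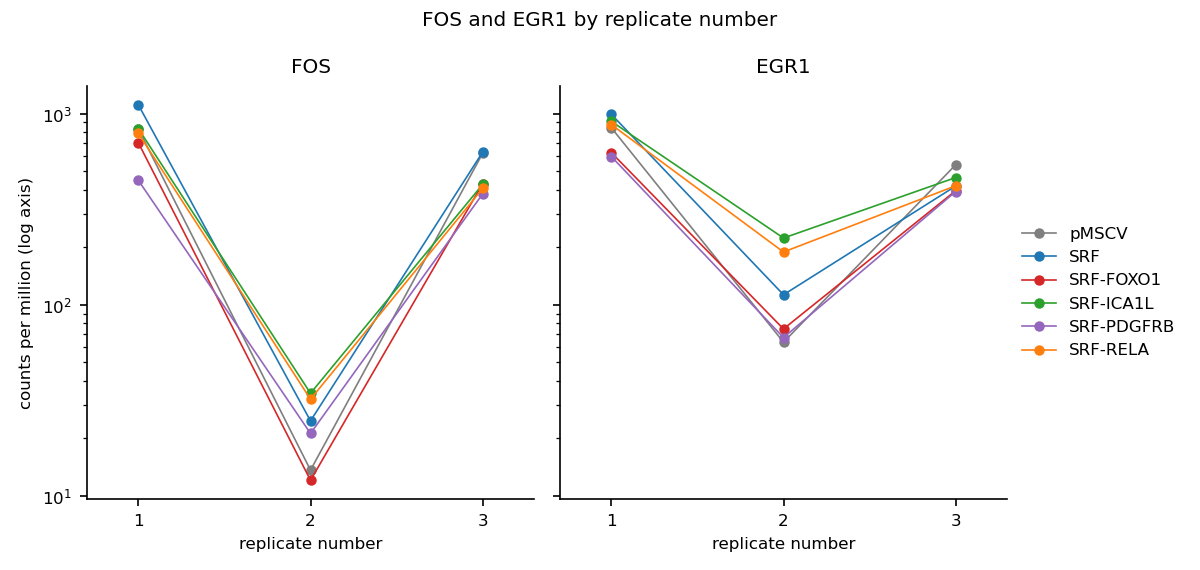
CPM of FOS and EGR1 in each library by replicate number, on a log axis shared by the panels; each line joins the 3 libraries of 1 group. FOS in number 2 lies between 12.1 and 34.4 CPM in the 6 groups.

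Camera called 39 of the 63 list tests. None of these calls held under fry (smallest adjusted p-value 0.0556) or under an estimated inter-gene correlation (smallest 0.158); at an unadjusted p-value under 0.05, fry gave 20 and the estimated correlation 15. With fry and the replicate block, 16 of the 39 held. Cytoskeletal SRF targets (25 genes tested) were called higher in each fusion against pMSCV, with medians of 0.44 in SRF-FOXO1, 0.45 in SRF-ICA1L, 0.15 in SRF-PDGFRB and 0.26 in SRF-RELA (camera adjusted p 4.96e-13, 1.00e-11, 0.00879 and 1.13e-08). Without SRF-PDGFRB replicate 2 the value in SRF-PDGFRB was 0.175. Smooth muscle genes (18 tested) were called higher in the same comparisons, with medians of 2.21, 0.98, 0.39 and 1.77 (camera adjusted p 1.00e-11, 8.89e-11, 0.000492 and 1.43e-16). In SRF itself they were not called (median 0.21, camera adjusted p 0.0534), and with the block they were (0.000640). Without pMSCV replicate 1 the value in SRF was 0.403. The cytoskeletal targets were not called in SRF (median 0.01, camera adjusted p 0.266). Against SRF, both lists were called higher in SRF-FOXO1, SRF-ICA1L and SRF-RELA and not in SRF-PDGFRB. Of the smooth muscle genes, 6 were called in SRF-FOXO1 against pMSCV over the genes tested, and 15 adjusted over the list alone (13 higher). In SRF-ICA1L these counts were 3 and 11 (10 higher), in SRF-PDGFRB 0 and 0, and in SRF-RELA 2 and 11 (10 higher). Of the cytoskeletal targets they were 3 and 15 in SRF-FOXO1, 1 and 11 in SRF-ICA1L, 0 and 0 in SRF-PDGFRB, and 0 and 1 in SRF-RELA. The lists were not compared between fusions.

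Camera called the striated muscle genes (12 tested of 27) higher in SRF-FOXO1, SRF-PDGFRB and SRF-RELA against both controls, with medians against pMSCV of 0.23, 0.23 and 0.35 when genes at the floor are set to their bound. Immediate early genes (16 tested) were called higher in SRF-ICA1L and SRF-RELA against both controls, with medians between -0.15 and 0.05, and lower in SRF-PDGFRB against pMSCV (median -0.47). NF-kB targets (26 tested) were called higher in SRF and SRF-PDGFRB against pMSCV (medians 0.12 and 0.10), and lower in SRF-FOXO1 and SRF-ICA1L against both controls (medians from -0.48 to -0.70). FOXO targets (17 tested of 21) were called lower in SRF-FOXO1, SRF-PDGFRB and SRF-RELA against pMSCV (medians -0.38, -0.18 and -0.18) and in SRF-FOXO1 against SRF (-0.24). Proliferation genes (25 tested of 26) were called lower in SRF (median -0.18) and higher in SRF-PDGFRB (0.24) against pMSCV, and higher in SRF-FOXO1 and SRF-PDGFRB against SRF (0.64 and 0.48). Most of the calls of these 5 lists did not hold under fry with the block, which kept 16 of all 39 camera calls. With the block, camera no longer called the NF-kB targets in SRF-PDGFRB against pMSCV (adjusted p 0.0690). It then called immediate early genes higher in SRF-FOXO1 against pMSCV (0.0358, median without the block -0.11) and, lower, in SRF-PDGFRB against SRF (7.00e-05, median -0.78). It called FOXO targets lower in SRF-ICA1L against pMSCV (0.00451) and SRF (0.0493), and proliferation genes higher in SRF-FOXO1 against pMSCV (0.0114) and SRF-RELA against SRF (0.0402).

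**Figure D5:**
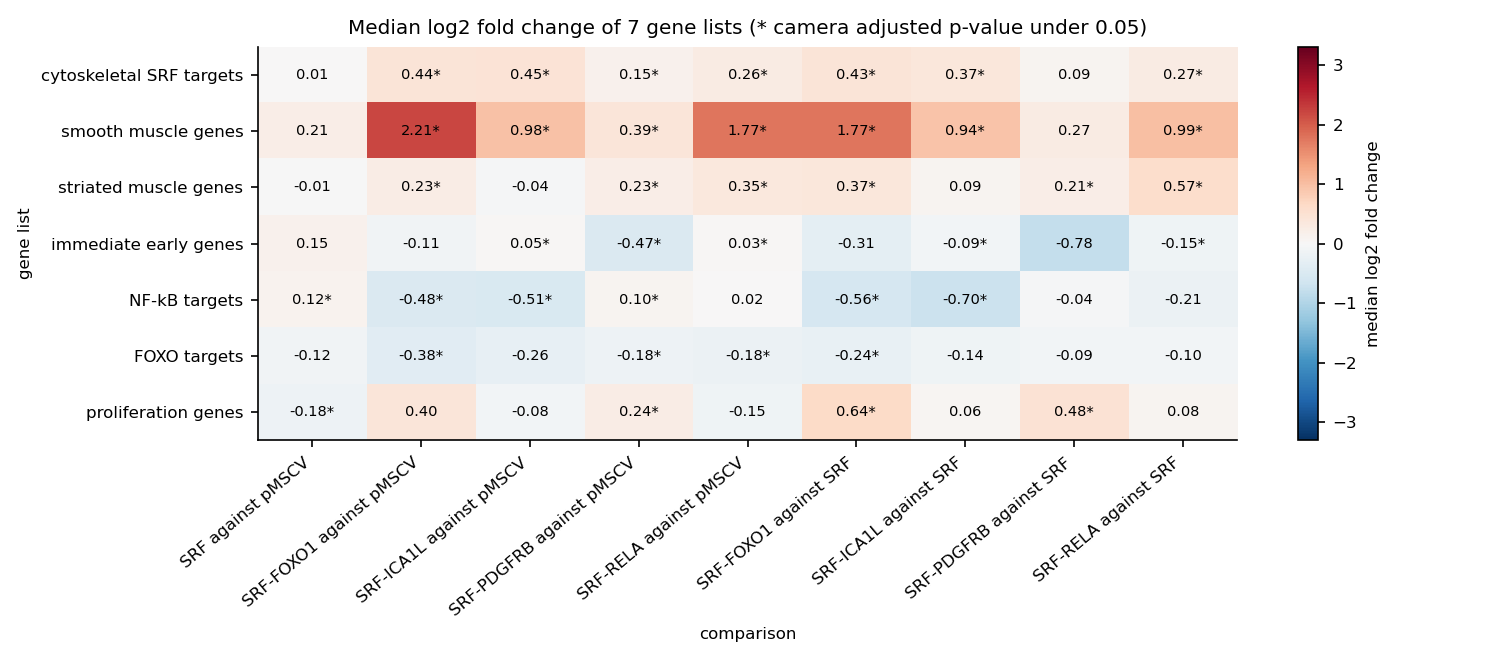
Median log2 fold change of the 7 gene lists (vertical) in 9 comparisons (horizontal), with genes at the floor of the control set to their bound; stars mark camera adjusted p-values under 0.05. The smooth muscle genes had the highest median, 2.21, in the libraries labelled SRF-FOXO1 against pMSCV. No starred value held under fry without the replicate block, and 16 of the 39 held under fry with it.

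To ask whether a partner brings its own target genes, NF-kB targets in SRF-RELA were compared with the mean of the other 3 fusions. They were higher, with a median log2 difference of 0.27 and 23 of 26 genes higher (camera adjusted p 3.33e-05). The call did not hold under fry (adjusted p 0.263), an estimated correlation (0.201), fry with the block (0.269) or without SRF-RELA replicate 2 (0.187), and against pMSCV the list was not called in SRF-RELA (median 0.02, camera adjusted p 0.644). FOXO targets in SRF-FOXO1 against the other 3 fusions were lower, with a median log2 difference of -0.25 and 5 of 17 genes higher (camera adjusted p 0.0303). This call did not hold under fry (0.125), an estimated correlation (0.139), the length correction (0.102) or without SRF-FOXO1 replicate 3 (0.0877). It held under fry with the block (0.0194), camera with the block (0.00527) and camera with the block and the length correction.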

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

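The replicate block, the DESeq2 Wald test, a filter of at least 10 counts in every library and the fit of only the 2 compared groups moved over 0.5 of the counts of called genes, and the scalings moved few. The fits without 1 library moved 77 counts, most of them of the 15 comparisons, and left 91 within 1.5 times. Of 20 counts (15 comparisons, 1 of shared genes and 4 of specific genes), 1 moved by over 1.5 times with DESeq2 size factors, 1 with total count scaling, 1 with a minimum absolute log2 fold change, 1 with the length correction, 6 with no count filter, 12 with at least 10 counts in every library, 17 with the replicate block, 17 with the block and the length correction, and 18 with the DESeq2 Wald test. Of the 15 comparisons, 13 moved when only the 2 compared groups were fitted. The length correction, alone and with the block, and fry with the block were chosen after seeing the data. Total count scaling shifted the median log2 fold change of all tested genes by -0.11 in SRF-ICA1L against pMSCV and by -0.11 in SRF-ICA1L against SRF-PDGFRB, and by under 0.1 in the other comparisons.

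With the replicate block, the counts against pMSCV in SRF, SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA, in this order, were 45, 1304, 864, 33 and 180. Those against SRF in SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA were 1341, 878, 434 and 321. SRF-FOXO1 differed from SRF-ICA1L, SRF-PDGFRB and SRF-RELA in 169, 806 and 31 genes, SRF-ICA1L from SRF-PDGFRB in 883 and SRF-PDGFRB from SRF-RELA in 157. There was 1 shared gene, and 19 and 16 genes were specific to SRF-FOXO1 and SRF-PDGFRB. For SRF-FOXO1 against SRF (910 higher, 431 lower), the libraries of replicate 1 correlated at 0.087, under the limit of 0.1 set for pairing, but at 0.102 after the length correction. With the block and the length correction, the counts in the same order were 50, 1640, 1044, 41 and 171 against pMSCV, 1901, 1206, 513 and 352 against SRF, and 180, 833, 27, 954 and 149 between fusions, with 2 shared genes (1 higher, 1 lower) and 14 and 18 specific genes. The block takes up the differences between replicate numbers, and the common coefficient of variation fell from 0.225 to 0.150.

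With the DESeq2 Wald test, the counts were 36, 536, 327, 20 and 130 against pMSCV and 719, 446, 229 and 214 against SRF. Between fusions they were 85, 474 and 20 for SRF-FOXO1 with SRF-ICA1L, SRF-PDGFRB and SRF-RELA, 462 and 4 for SRF-ICA1L with SRF-PDGFRB and SRF-RELA, and 121 for SRF-PDGFRB with SRF-RELA. There were 5, 2 and 11 genes specific to SRF-FOXO1, SRF-ICA1L and SRF-PDGFRB. In the simulated counts, 12.2% of the DESeq2 calls were false without replicate effects, against 5.13% with edgeR, and with replicate effects, which these libraries also show, 2.19% against 0.813%.

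With at least 10 counts in every library, 14527 genes were tested. The counts were 84, 38, 1 and 6 against pMSCV in SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA, and 81, 14 and 18 against SRF in SRF-ICA1L, SRF-PDGFRB and SRF-RELA. They were 1 and 76 for SRF-FOXO1 against SRF-ICA1L and SRF-PDGFRB, and 59 and 6 for SRF-PDGFRB against SRF-ICA1L and SRF-RELA. No gene was specific to SRF-PDGFRB (0, and 43 at an unadjusted p-value under 0.05). This filter removes the genes that are near 0 in a group, which include CDH3, ACTC1 and RPE65. With no count filter, 11 genes were called in SRF against pMSCV, 44 in SRF-PDGFRB against SRF, 27 and 3 in SRF-FOXO1 against SRF-ICA1L and SRF-RELA, and 2 and 7 genes were specific to SRF-FOXO1 and SRF-PDGFRB; the cause was not tested.

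With only the 2 compared groups in the fit, which leaves fewer libraries to estimate the dispersion, the counts were 1, 5, 54, 2 and 9 against pMSCV and 1, 72, 0 and 12 against SRF. The 0 belongs to SRF-PDGFRB, with 1568 genes at an unadjusted p-value under 0.05. Between fusions they were 2 and 8 for SRF-FOXO1 against SRF-ICA1L and SRF-PDGFRB, 100 for SRF-ICA1L against SRF-PDGFRB, and 7 for SRF-PDGFRB against SRF-RELA. DESeq2 size factors gave 3 genes in SRF against pMSCV. Total count scaling gave 8 and the length correction 10 in SRF-FOXO1 against SRF-ICA1L, and a minimum absolute log2 fold change of 1 gave 161 in SRF-FOXO1 against SRF. For these the cause was not tested, except that a minimum fold change can only lower a count.

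Across the 6 fits that each left out 1 library of the compared groups, the counts against pMSCV ran from 1 to 4 in SRF, 3 to 435 in SRF-FOXO1, 29 to 148 in SRF-ICA1L, 2 to 8 in SRF-PDGFRB and 10 to 47 in SRF-RELA. Against SRF they ran from 20 to 859, 48 to 111, 3 to 17 and 13 to 56 in SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA. Between fusions they ran from 1 to 12 in SRF-FOXO1 against SRF-ICA1L, 14 to 292 against SRF-PDGFRB and 1 to 7 against SRF-RELA. They ran from 43 to 160 in SRF-ICA1L against SRF-PDGFRB, from 13 to 28 in SRF-PDGFRB against SRF-RELA, and stayed at 2 in SRF-ICA1L against SRF-RELA. Genes specific to SRF-FOXO1 ran from 0 (without pMSCV replicate 1, among others) to 5, and those specific to SRF-PDGFRB from 1 to 6. The count of 435 is without SRF-FOXO1 replicate 1 and that of 859 without SRF replicate 3. These are the libraries with the fewest reads from long transcripts. The counts of 3 and 20 are without pMSCV replicate 1 and SRF replicate 2.

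Camera called 39 of 63 list tests, and from 35 to 44 without 1 library. Smooth muscle genes in SRF against pMSCV (camera adjusted p 0.0534) were called with DESeq2 size factors (0.0456), total count scaling (0.0182), the block (0.000640), the length correction (0.0122) and both (8.78e-05), and ranged from 0.00144 to 0.403 without 1 library. Cytoskeletal SRF targets ranged from 0.0318 to 0.690 in SRF and from 0.000488 to 0.175 in SRF-PDGFRB against pMSCV. Under fry 0 lists were called and under an estimated correlation 0 (20 and 15 at an unadjusted p-value under 0.05), and under fry with the block 17 (14 higher, 3 lower). The block changed 8 of the 63 camera calls, 7 of them to called and 1 to not called, and no other list call. The fry adjusted p-values of the cytoskeletal targets and smooth muscle genes, in this order, were 0.0556 and 0.0556 in SRF-FOXO1, 0.0556 and 0.0742 in SRF-ICA1L, 0.587 and 0.516 in SRF-PDGFRB and 0.139 and 0.0742 in SRF-RELA against pMSCV. Against SRF they were 0.0556 and 0.0769 in SRF-FOXO1, 0.0742 and 0.128 in SRF-ICA1L and 0.281 and 0.139 in SRF-RELA. Those under an estimated correlation were 0.158 and 0.158, 0.158 and 0.158, 0.571 and 0.444, and 0.199 and 0.158 against pMSCV, and 0.181 and 0.184, 0.199 and 0.205, and 0.480 and 0.205 against SRF. Fry with the block did not call the lists in SRF-PDGFRB against pMSCV (0.299 and 0.0787) or the cytoskeletal targets in SRF-RELA against SRF (0.0507). In the simulated counts with replicate effects, fry without the block called 0% of the 2 tests of the changed list. NF-kB targets in SRF-RELA against the other 3 fusions were at 0.263 under fry, 0.201 under an estimated correlation and 0.269 under fry with the block, and ranged from 6.94e-10 to 0.187 without 1 library. FOXO targets in SRF-FOXO1 against the other 3 fusions were at 0.125, at 0.139 and, under fry with the block, at 0.0194. With the length correction they were at 0.102, and they ranged from 0.0132 to 0.0877 without 1 library.

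The 9 results for the construct genes kept their direction and their side of the threshold with each scaling, the DESeq2 Wald test, the block and the length correction. Without 1 library, SRF in SRF-FOXO1 ranged from 1.49 to 1.79 and lost its call without pMSCV replicate 1, and FOXO1 in SRF-FOXO1 ranged from -0.66 to 0.0141. Among the 88 results for the other named genes, the block changed no call from called to not called and called 16 more. Of these, 5 are in SRF-FOXO1 against SRF, namely ACTA2, CNN1, TAGLN, MYH11 and VCL (edgeR adjusted p 0.0361, 0.00626, 0.00215, 0.0312 and 0.0126). The DESeq2 Wald test called 11 more. DESeq2 size factors lost 1 call, total count scaling 1 and the length correction 3, and the length correction gained 1.

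Of the 88 results, 7 reversed under another choice, none of them called. With the block, MYH11 in SRF-ICA1L against pMSCV was at -0.0333 and in SRF-PDGFRB at -0.16, MYOCD in SRF-ICA1L at -0.15, FOS at 0.31 in SRF-ICA1L and 0.17 in SRF-RELA, and EGR1 in SRF-RELA against SRF at 0.24. With the block and the length correction, MYOCD in SRF-ICA1L was at -0.10, FOS at 0.25 in SRF-ICA1L and 0.18 in SRF-RELA, MYH11 in SRF-PDGFRB at -0.18 and EGR1 in SRF-RELA against SRF at 0.28. With total count scaling, MYOCD in SRF-FOXO1 against SRF was at -0.0657. The cause was not tested. Without 1 library, 22 results reversed, 14 of them of FOS or EGR1, and the smallest adjusted p-value among the reversed values was 0.744.

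FOS against pMSCV ranged without 1 library from -1.10 to 0.31 in SRF-FOXO1, -1.01 to 0.54 in SRF-ICA1L and -1.14 to 0.42 in SRF-RELA, and against SRF from -1.41 to 0.22, -1.32 to 0.45 and -1.44 to 0.32. EGR1 against pMSCV ranged from -0.99 to 0.32 in SRF-FOXO1, -0.40 to 0.92 in SRF-ICA1L, -1.10 to 0.23 in SRF-PDGFRB and -0.63 to 0.77 in SRF-RELA, and against SRF from -1.09 to 0.46, -0.50 to 1.07, -1.21 to 0.37 and -0.74 to 0.91. MYOCD ranged from -1.97 to 0.96 in SRF-ICA1L against pMSCV, and against SRF from -1.13 to 1.22 in SRF-FOXO1, -3.13 to 0.42 in SRF-ICA1L and -0.55 to 2.67 in SRF-RELA. MYH11 against pMSCV ranged from -0.16 to 0.45 in SRF-ICA1L and -0.24 to 0.23 in SRF-PDGFRB. In SRF-PDGFRB against SRF, CNN1 ranged from -0.12 to 0.49 and TAGLN from -0.0434 to 0.87. Depth limits DES, which was not tested, and the folds of ACTC1, CDH3 and RPE65, which are lower bounds.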

Other observations

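The tests of other splits of the libraries and of NF-kB and FOXO targets were written before the data were examined, and each other test here was chosen only after the result was seen. A list that camera called is left open where fry with the block or a fit without 1 library did not call it. In simulated counts with replicate effects, fry called 0% of the 2 tests of the changed list without the block and 100% with it. A missing call of fry without the block can thus come from replicate effects, and does not by itself count against a list. The genes were drawn separately, so the simulation does not show how fry or camera act on genes that vary together beyond these effects.

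For each comparison, the 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits can never fall under 0.1. In 14 of the 15 comparisons, 1 of the 10 splits, the labels, gave as many called genes as the labels: SRF, SRF-FOXO1, SRF-ICA1L, SRF-PDGFRB and SRF-RELA against pMSCV, SRF-ICA1L, SRF-PDGFRB and SRF-RELA against SRF, and the 6 comparisons between fusions. In SRF-FOXO1 against SRF, 2 of the 10 splits did. The other split sets SRF replicate 3 and SRF-FOXO1 replicates 1 and 3 against SRF replicates 1 and 2 and SRF-FOXO1 replicate 2, and gave 2180 genes against 253 for the labels. It parts 1 pair of numbers. Of the 4 splits that part 3 pairs, as the labels do, only the labels gave as many.

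The genes called in that other split differ in length: the median longest transcript was 2019 nt for genes higher on its first side and 6568.5 nt for genes lower there. Across 12676 genes, the deviation of a library from the mean of all libraries correlated with transcript length at -0.57 (Spearman) in SRF replicate 3 and -0.53 in SRF-FOXO1 replicate 1, at -0.18 in SRF-FOXO1 replicate 3, -0.17 in SRF-ICA1L replicate 3 and -0.12 in SRF-ICA1L replicate 1, and between 0.03 and 0.32 in the other 13 libraries. After the length correction, that split still gave 814 genes, against 372 for the labels. The medians then were 4675.5 nt and 2530.5 nt, the other way round, so the correction may overshoot and the 814 genes decide nothing. Among 3603 genes with transcripts between 2507 and 3693 nt, fitted alone and without a correction, that split gave 94 genes and the labels 92, with medians of 2888 nt for genes higher on its first side and 3274 nt for genes lower there. A trace of length is left in these genes too, so the length trend stays open as the whole cause. After a GC correction it gave 2237 genes, against 260, which argues against GC content. Depth does not part the sides, since the side with fewer reads from long transcripts holds the highest total (29.8 M counts, M being the unit of the CPM scale, with 21.6 M as its lowest, against 25.5 to 27.0 M on the other side). No biological explanation was tested, and RNA quality, which the labels do not give, stays open.

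FOS and EGR1 were lower in the libraries with number 2 in each of the 6 groups. The other 14 immediate early genes were lower there too, by 1.39 on average (log2) and in 6 of 6 groups (two-sided exact permutation p 0.00137, the smallest that the 729 assignments of numbers can give, 0.00412 after adjustment over the 3 numbers). They were higher in number 1 by 1.29 (exact permutation p 0.00274) and differed by 0.10 in number 3 (exact permutation p 0.831). The FOS difference was between -4.02 and -5.72 in the 6 groups and, after the length correction, between -3.95 and -5.74, which argues against the length trend. Number 2 had the lowest total in 2 of the 6 groups only, which argues against depth. A candidate explanation is a condition that libraries of 1 number share, such as the time from the last change of medium to harvest. The labels do not give it, and the same libraries gave rise to the question.

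FOXO1 was not raised in the libraries labelled SRF-FOXO1. The highest log2 fold change of the other 3 partners there was -0.0275 (RELA), with -0.39 for ICA1L and -0.12 for PDGFRB, which argues against libraries of another fusion. ICA1L was not called without the block (edgeR adjusted p 0.245) and was called lower with it (0.0344). SRF was raised by 1.66, which argues against libraries without a construct. In SRF-RELA, the excess of RELA over pMSCV was 0.614 of the excess of SRF. This ratio predicts an excess of FOXO1 of 74.2 CPM and that of ICA1L (0.570) of 68.9 CPM, against an observed -2.80 CPM and an SD of 4.27 CPM between the pMSCV libraries. That argues against construct reads that are only hidden by the native gene, if the FOXO1 part of the construct is counted as well as the RELA part is. The length of the FOXO1 part, and whether its sequence differs from the native one, are not in the labels and stay open.

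In SRF-PDGFRB, 6 genes were called against pMSCV, fewer than in the other fusions. SRF was at 253 CPM on average there and at 182 CPM in SRF-FOXO1, which had 172 called genes, but SRF-PDGFRB replicate 2 was at 160 CPM, within the 151 to 211 CPM of SRF-FOXO1. Without that library, SRF lay between 261 and 337 CPM, above each SRF-FOXO1 library, and 8 genes were called, against 37 to 435 in SRF-FOXO1 without 1 of its libraries. Where the gap in called genes is present, this argues against a low construct level, as far as SRF counts measure it. The gap was small without pMSCV replicate 1 (3 genes in SRF-FOXO1, 2 in SRF-PDGFRB). It was also small with only the 2 compared groups in the fit (5 and 2). How long the SRF part of each construct is, and how uneven levels between libraries act on the calls, stay open. The 18 tested smooth muscle genes differed between numbers: against the pMSCV library with the same number, their mean log2 difference in replicates 1, 2 and 3 was 1.32, 2.18 and 1.75 in SRF-FOXO1, 1.33, 1.48 and 1.24 in SRF-ICA1L, 0.67, 0.34 and 0.60 in SRF-PDGFRB and 1.27, 1.79 and 1.32 in SRF-RELA. The number with the largest list difference also had the largest SRF difference in 2 of the 4 fusions, SRF-FOXO1 (SRF differences 1.29, 1.88 and 1.75) and SRF-PDGFRB (2.44, 1.33 and 2.17). In SRF-ICA1L (2.23, 2.28 and 2.35) and SRF-RELA (2.43, 2.43 and 2.56), SRF differed too little between numbers for its order to decide, so the construct level stays open. No other explanation was tested.

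The genes called in SRF-PDGFRB include CXCL9, HLA-DRA and APOL4, which respond to interferon. A list of 40 other interferon gamma genes, without 4 called genes and 6 genes seen earlier, had 35 tested genes. They were higher in SRF-PDGFRB than in the other 3 fusions by a median of 0.16 (27 of 35 higher, camera adjusted p 6.74e-06, fry 0.0923, fry with the block 0.0619) and than in pMSCV by 0.20 (30 of 35 higher, camera adjusted p 3.92e-18, fry 0.0807, fry with the block 0.0568). Camera presets a low correlation between genes, which genes of 1 response need not have, and fry with the block, which allows for it, gave unadjusted p-values of 0.0206 and 0.00946 and missed the threshold after adjustment over 6 tests. A response of interferon targets therefore stays open. CXCL10, one of the genes seen earlier, was at 43.6 CPM in SRF-PDGFRB and 0.850 CPM in pMSCV. Blood cells mixed into the libraries were examined too. Of 20 leukocyte genes, 6 were tested and camera called them higher than in pMSCV (median 0.28, 4 of 6 higher, camera adjusted p 0.0179). Fry with the block did not call them (0.219, without the block 0.291), nor did camera against the other 3 fusions (0.583). Among the 20 genes, SRGN was at 109 CPM in SRF-PDGFRB and 119 CPM in pMSCV, and PTPRC at 0.167 and 0.173 CPM. CSF1R was at 5.54 and 4.37 CPM, CORO1A at 1.29 and 0.806 CPM, and LAPTM5 at 1.26 and 0.378 CPM. TYROBP, CD52, CD3E, CD2 and LCK were at 0 CPM in both. SRGN shows that the studied cells express part of the list themselves. The genes at 0 CPM argue against blood cells that express them as the source of 43.6 CPM of CXCL10. CSF1R, CORO1A and LAPTM5 go the other way against pMSCV. CORO1A was higher still in SRF-FOXO1, SRF-ICA1L and SRF-RELA (2.25, 2.41 and 2.53 CPM), so its rise is not particular to SRF-PDGFRB. CSF1R and LAPTM5 had their highest means in SRF-PDGFRB, with ranges that overlapped those in SRF-FOXO1 (means 4.96 and 0.913 CPM), so other blood cells stay open.

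NF-kB targets were higher in SRF-RELA than in the other 3 fusions (camera adjusted p 3.33e-05, 23 of 26 genes higher), but fry with the block did not call them (0.269), nor did camera without SRF-RELA replicate 2 (0.187). They were not higher than the controls: the median was 0.02 against pMSCV (14 of 26 higher, camera adjusted p 0.644) and -0.21 against SRF (9 of 26 higher, camera adjusted p 0.162), while in SRF-FOXO1 and SRF-ICA1L they were lower than in pMSCV (-0.48 and -0.51). In SRF-PDGFRB they were higher than in pMSCV (median 0.10, camera adjusted p 0.0396), a call lost with the block (0.0690). Whether RELA brings its targets or SRF-FOXO1 and SRF-ICA1L lower them stays open. FOXO targets in SRF-FOXO1 against the other 3 fusions were not higher but lower (camera adjusted p 0.0303, 5 of 17 genes higher). Fry and camera with the block called this (0.0194 and 0.00527), as did camera with the block and the length correction. Without the block, camera did not call it with an estimated correlation (0.139), with the length correction (0.102) or without SRF-FOXO1 replicate 3 (0.0877). Whether FOXO1 acts on its targets therefore stays open too.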
